A study of Mus musculus with 19 samples. Its data were reported in "Linear ubiquitination prevents lipodystrophy and obesity-associated metabolic syndrome" (2025).

How the data were processed

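Bulk RNA sequencing of liver was measured in 19 libraries, 1 per male mouse. The mice carried Hoip (Rnf31) alleles flanked by loxP sites, with the AdipoQ-Cre transgene (called A-KO below, deletion in mature adipocytes) or without it (WT). HOIP is the catalytic subunit of LUBAC, the enzyme complex that joins ubiquitin into linear chains. The mice ate a control diet (CD) with 14% fat or a high-fat diet (HFD) with 60% fat for 16 weeks. The groups held 5 WT CD, 4 A-KO CD, 5 WT HFD and 5 A-KO HFD libraries, each taken from the sample labels.

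The authors ran the nf-core RNA-seq pipeline with default options against the mouse RefSeq assembly GRCm39. The deposited tables hold estimated counts per gene (expected counts) from salmon for each library. Between 6.83% and 8.23% of the genes in a library had a value that was not whole. A further deposited table holds estimated counts that the authors rescaled for gene length across libraries and rounded. The library totals of the 2 count tables differed by at most 367 counts. The authors' normalized counts, a score with no fixed range, equal the length-scaled counts divided by 1 size factor per library. The relative spread of that ratio within a library was at most 9.77e-15 over values above 50. The normalized counts were used for this check and to read the direction of the authors' log2 fold changes. For the latter they entered as log2 values with a pseudocount of 1, and no level printed here comes from them. Per the methods of the study, the authors fitted DESeq2 to genotype plus diet for the overall effects and to the 4 groups for comparisons between groups. Their deposited comparison tables hold a log2 fold change and an adjusted p-value per gene for the overall genotype and diet effects. The direction of those log2 values was inferred from the group means of the normalized counts, since the table headers do not state it. The labels name a stranded library kit. Whether the counting made use of strand is not stated, so antisense genes and near-identical copies are reported as uncertain.

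The salmon estimates were rounded to whole numbers. Of 42856 genes, 16416 were at 0 in every library, and filterByExpr of edgeR kept 15343 genes for testing. These held at least 99.9% of the counts of each library. Library sizes were scaled by TMM. Levels are CPM, counts scaled to a common library total after this scaling, given as mean ± SD. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with 1 coefficient per group over all 19 libraries, so that the 4 groups shared 1 estimate of the spread. Overall genotype and diet effects came from a model with both factors and no interaction. P-values are 2-sided and were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. "Called" means an adjusted p under this threshold. Standard errors of log2 fold changes were taken from the F statistic.

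Genes are named by a rule set before the data were examined, as were the main tests, the 12 gene lists that were tested, the 8 lists kept for checks and the alternatives, apart from those stated to be later. The rule names the LUBAC genes Rnf31, Rbck1 and Sharpin, and Casp8, which the study deleted together with Hoip. For each comparison of a pair of groups it adds up to 3 called genes with the largest rise and up to 3 with the largest fall. These need a mean of at least 1 CPM, no overlap between the libraries of the groups compared, and a symbol that is not a placeholder for a predicted gene. For the interaction the overlap condition falls away. Called members of the steatohepatitis list in a genotype comparison within a diet would have been added, and there were none. Zfp949 in the overall genotype comparison was named because it was the 1 gene called.

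The 12 tested lists were steatohepatitis, pro-apoptotic, anti-apoptotic, pyroptosis, necroptosis, ferroptosis, lipogenesis, sterol synthesis, lipid droplet, fatty acid oxidation, extracellular matrix and macrophage genes. All were written from general knowledge of the genes and not copied from the study, so the steatohepatitis list need not equal the signature that the study used. The lists share some members, such as Fgf21, which belongs to the fatty acid oxidation list. Each list was tested with fry, a rotation test of limma (3.58.1), 2-sided for direction, and adjusted over 60 tests (12 lists in 5 contrasts). The value given for a list is the median log2 fold change of its tested genes. Counts of called members are given over all genes and adjusted over the list alone. Score per library means the average of the genes' log2 CPM, with a prior count of 2, after centring each gene. The 8 check lists were adipocyte, pancreas, skeletal muscle, blood, male-biased liver, female-biased liver, circadian and acute-phase genes. A second skeletal muscle list of 20 genes and a neutrophil list of 15 genes were written after the data had been seen and before their own tests.

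Log2 fold changes of pairs of contrasts were correlated across genes (Pearson). Genes are not independent replicates, so no p-value is given. The contrasts A-KO against WT on CD and HFD against CD in WT share the WT CD libraries. The correlation that this sharing produces with no effect was simulated in 100 data sets drawn from the fitted means without a group difference.

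The edgeR pipeline was tested on simulated counts for the 15343 genes, of which 200 were changed 4-fold. It recovered 195 of these in A-KO against WT on HFD, 196 in A-KO against WT on CD, 184 in HFD against CD in WT, 195 in HFD against CD in A-KO, 181 in the interaction, 195 in the overall genotype effect and 196 in the overall diet effect. False calls made up between 1.52% and 4.66% of its calls. DESeq2 (1.42.0) recovered between 188 and 198, and its false calls made up between 6.67% and 13.2%. In a simulated A-KO against WT on HFD, every tested gene of the pro-apoptotic list was raised by 1 on the log2 scale. Fry called all 3 tests that the change enters and 0 of the other 57. The genes were drawn independently, and the real median of that list on HFD was 0.06. The simulation therefore does not show whether fry would find a change of the size seen here.

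The alternatives set beforehand were RLE scaling, no filter on low counts, a filter at a mean of 1 CPM, the length-scaled counts, the replicate number as a block, a robust estimate of the spread, DESeq2's Wald test, fits of the 2 groups compared alone, and camera with a preset correlation of 0.01 or an estimated one. To these came separate WT CD libraries for contrasts that share them, and leaving out each library in turn. After the data had been seen, 3 were added. The first takes a skeletal muscle score as a covariate, the second leaves out libraries with at least 10 CPM of summed muscle markers, and the third runs DESeq2 on the length-scaled counts. The same libraries were also split in other ways, with 100 splits per result including the real one, a fixed random seed and the same group sizes. The reference gene table follows the older assembly GRCm38, so no coordinates are given and it served for the order of neighbouring genes alone, through the 24576 genes with a count whose symbols matched. Total counts ran from 26.4 to 52.5 M per library, and values near the floor of a library are limited by counting error.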

Results

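Liver RNA was sequenced from 19 male mice in 4 groups, by genotype and diet. The total count per library ran from 26.4 to 52.5 M (mega) counts, with a median of 40.1 M. The 5 WT CD libraries (replicates 1 to 5) held 38.5, 45.1, 43.4, 34.2 and 40.1 M counts. The 4 A-KO CD libraries held 26.4, 42.5, 34.9 and 37.1 M. The 5 WT HFD libraries held 40.2, 52.5, 43.3, 40.9 and 35.9 M, and the 5 A-KO HFD libraries 35.6, 46.7, 45.3, 37.8 and 35.6 M. Group means were 40.3 ± 4.27 (SD, n = 5), 35.2 ± 6.73 (n = 4), 42.6 ± 6.16 (n = 5) and 40.2 ± 5.39 M (n = 5) in the same order. The A-KO CD group had the lowest mean depth, by less than the spread between its own libraries.

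Rnf31, which encodes HOIP, was the deleted gene. The deletion was made in adipocytes, and the liver libraries measure whole liver. Rnf31 was read at 182 to 490 counts per library. Its level was 7.47 ± 0.581 CPM (n = 5) in WT CD, 6.84 ± 0.638 CPM (n = 4) in A-KO CD, 6.07 ± 0.884 CPM (n = 5) in WT HFD and 9.57 ± 3.40 CPM (n = 5) in A-KO HFD. On CD the A-KO libraries overlapped the WT libraries, with a log2 fold change of −0.13 ± 0.19 (SE; edgeR adjusted p 0.931). On HFD Rnf31 was higher in A-KO by 0.65 ± 0.18 on the log2 scale, short of the threshold (edgeR adjusted p 0.0578). The alternative that moved this adjusted p furthest below the threshold was leaving out A-KO HFD replicate 4 (edgeR adjusted p 0.0142). Leaving out WT HFD replicate 4 gave 0.0368, the filter at a mean of 1 CPM gave 0.0474, and DESeq2 gave an adjusted p of 0.0168. A-KO HFD replicate 5 stood apart at 15.5 CPM, against 6.82 to 8.76 CPM in the other 4 (13.8 against 6.87 to 10.9 CPM without TMM scaling), and without it the log2 fold change was 0.41 (edgeR adjusted p 0.138). The difference between the diets was not past the threshold either (edgeR interaction, adjusted p 0.181).

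The other LUBAC genes and Casp8 followed a similar pattern. On HFD the log2 fold change of A-KO against WT was 0.42 ± 0.13 for Rbck1 (edgeR adjusted p 0.0715) and 0.53 ± 0.17 for Sharpin (edgeR adjusted p 0.0740). It was 1.11 ± 0.29 for Casp8 (edgeR adjusted p 0.0559). All 3 crossed the threshold in DESeq2 (adjusted p 0.0312, 0.0391 and 0.00796) and without A-KO HFD replicate 4 (edgeR adjusted p 0.0199, 0.0199 and 0.0145). Casp8 also crossed it without WT HFD replicate 4 (edgeR adjusted p 0.0423) and with the filter at a mean of 1 CPM (0.0466). Without A-KO HFD replicate 5 the log2 fold change of Casp8 fell to 0.66 (edgeR adjusted p 0.137). On CD the log2 fold changes were −0.07 for Rbck1, 0.07 for Sharpin and 0.03 for Casp8 (edgeR adjusted p 0.958, 0.973 and 0.993). The signs of Sharpin and Casp8 on CD changed without A-KO CD replicate 3 (−0.14 and −0.07), and that of Casp8 also without WT CD replicate 1 (−0.07) or A-KO CD replicate 2 (−0.05).

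**Figure D1:**
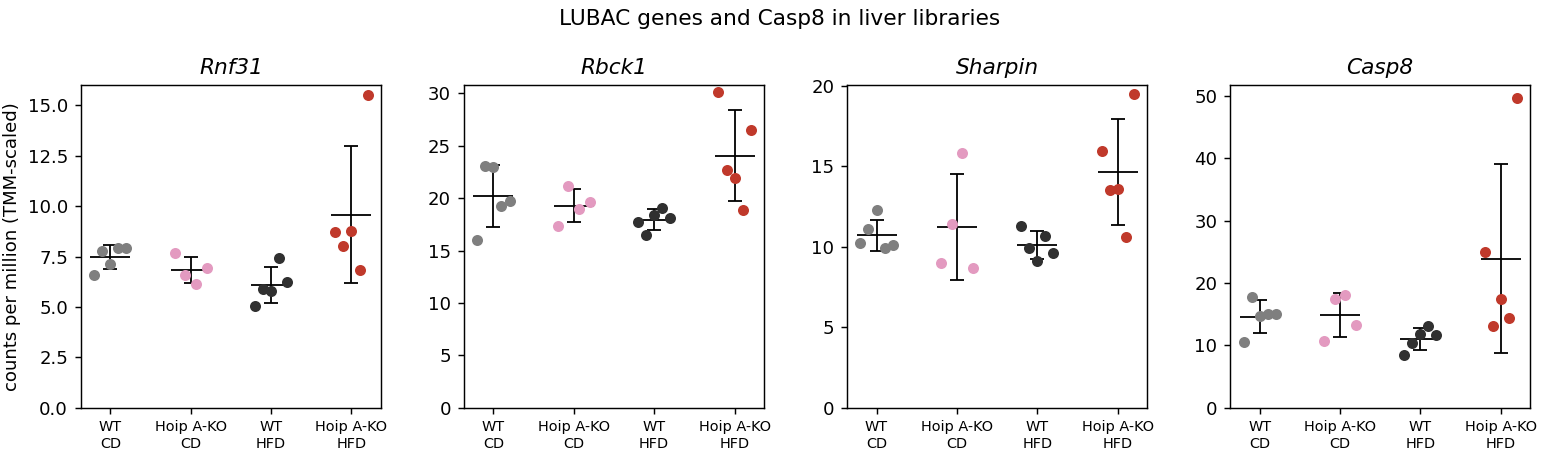
TMM-scaled CPM (linear axis from 0) of Rnf31, Rbck1, Sharpin and Casp8 in each of the 19 liver libraries, by group; points are libraries, bars are mean and SD. Rnf31 in A-KO HFD replicate 5 lies at 15.5 CPM, above the 6.82 to 8.76 CPM of the other 4 libraries of its group.

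Libraries also differed in a way that the groups do not explain. The 10 skeletal muscle markers summed to between 19.8 and 1878 CPM in 5 libraries and to at most 3.55 CPM in the other 14. The 5 were WT CD replicates 1, 4 and 5, WT HFD replicate 2 and A-KO CD replicate 1, and no A-KO HFD library was among them. Leaving them out leaves 2 WT CD, 3 A-KO CD, 4 WT HFD and 5 A-KO HFD libraries, and the samples with muscle transcripts alone are too few for a comparison of their own. The level of 201 of the 15343 genes tested moved with the muscle score past the threshold of edgeR. Values with the muscle score as a covariate, or without these libraries, are given beside part of the results below. They are not given for the gene count of HFD against CD in WT or for most cell death lists.

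**Figure D2:**
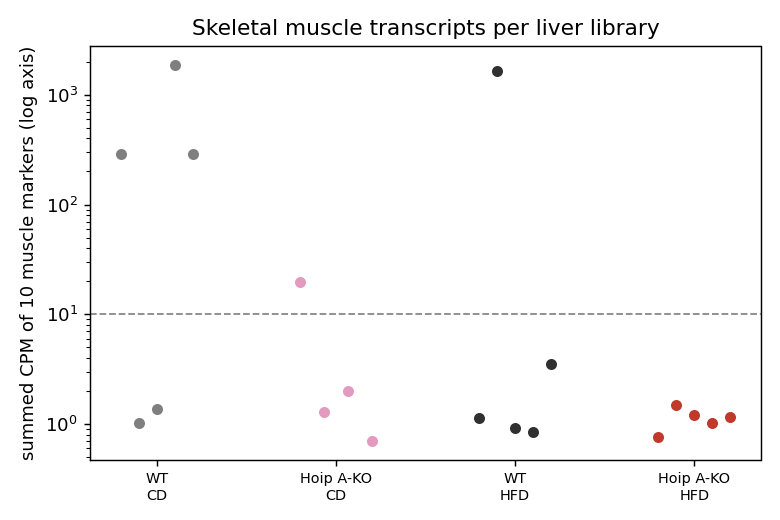
Summed CPM of 10 skeletal muscle markers in each liver library (log axis), by group; points are libraries and the dashed line marks 10 CPM. The 5 libraries above the line hold 19.8 to 1878 CPM, and the other 14 at most 3.55 CPM.

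The comparison of A-KO with WT on HFD asks how loss of HOIP in adipocytes changes the liver in diet-induced obesity. Of 15343 genes, edgeR called 32, of which 14 were higher and 18 lower in A-KO. A further group of genes lay just past the threshold, since 1749 genes had an adjusted p under 0.1 and 3842 an unadjusted p under 0.05. The count therefore moved far with the tool and the libraries: DESeq2 called 1542 genes (677 higher, 865 lower), which included the same 32. Each of the 10 libraries changed the count by more than 1.5 times when it was left out, from 1 gene (without WT HFD replicate 1) to 1699 genes (without A-KO HFD replicate 4). With the muscle score as a covariate 9 genes were called, all of them among the 32, and without the libraries with muscle transcripts 4 were called, 3 of them among the 32. The fit of these 2 groups alone called 382 genes, of which 239 were higher and 143 lower, so the share of higher calls was 62.6% in place of 43.8%. In 31 of the 32 called genes the libraries of the groups did not overlap. Over all genes tested, 990 (6.45%) did not overlap, and chance gives 0.794% for 5 against 5.

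Among these calls the largest falls were those of Idi1, Ppp1r3c and Rps23rg1. Idi1, an enzyme of sterol synthesis, was at 42.1 ± 21.7 CPM (n = 5) in WT and 8.71 ± 5.50 CPM (n = 5) in A-KO, a log2 fold change of −2.27 ± 0.47 (edgeR adjusted p 0.0495). Ppp1r3c fell from 98.4 ± 37.0 to 27.8 ± 9.54 CPM, by −1.83 ± 0.38 on the log2 scale (edgeR adjusted p 0.0495). Rps23rg1 fell from 3.40 ± 1.05 to 0.898 ± 0.399 CPM, by −1.90 ± 0.30 (edgeR adjusted p 0.0184). It is a retrogene copy of Rps23, so its count is uncertain. The largest rises were those of Grina (1.18 ± 0.23, edgeR adjusted p 0.0467), Tnfsf12 (1.12 ± 0.23, 0.0486) and Zfp949 (1.11 ± 0.13, 0.000597). Zfp949 rose from 6.51 ± 0.598 to 14.0 ± 1.78 CPM, and it was called without each of the 10 libraries. The other named genes kept their direction without each library, but Idi1 lost its call in 7 of the 10 fits, Ppp1r3c in 8, Rps23rg1 in 4, Grina in 7 and Tnfsf12 in 8. The highest adjusted p reached in those fits was 0.139, without WT HFD replicate 1, for Idi1, Ppp1r3c, Grina and Tnfsf12. With the muscle score as a covariate Ppp1r3c, Grina and Tnfsf12 lost the call (edgeR adjusted p 0.0845, 0.0853 and 0.0855). Without the libraries with muscle transcripts all named genes but Zfp949 lost it, with edgeR adjusted p values from 0.0683 for Rps23rg1 to 0.104 for Grina and log2 fold changes of the same sign.

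The comparison of A-KO with WT on CD asks what the deletion changes without the obesogenic diet. EdgeR called 5 genes (3 higher and 2 lower), with 1299 at an unadjusted p under 0.05. DESeq2 called 117 (47 higher, 70 lower), which included the same 5. Pnpla3 was at a mean of 2.92 CPM (n = 5) in WT and at 34.2 ± 26.5 CPM (n = 4) in A-KO, a log2 fold change of 3.54 ± 0.50 (edgeR adjusted p 0.0145). Gssos2, an antisense transcript of Gss whose count is uncertain where strand was not used, rose by 2.91 ± 0.44 (edgeR adjusted p 0.0191). Zfp949 rose from 6.16 ± 0.838 to 10.7 ± 1.30 CPM, by 0.79 ± 0.13 (edgeR adjusted p 0.0293). Cyp4a14, which has close paralogs, was at 378 ± 113 CPM in WT and 34.1 ± 25.0 CPM in A-KO, a log2 fold change of −3.47 ± 0.55 (edgeR adjusted p 0.0238). Fgf21 fell from 8.92 ± 5.02 to 2.10 ± 0.395 CPM, by −2.09 ± 0.35 (edgeR adjusted p 0.0293). The libraries of the groups did not overlap for any of the 5. Over all genes tested, 293 (1.91%) did not overlap, and chance gives 1.59% for 5 against 4. Leaving out 1 library gave between 0 genes (without A-KO CD replicate 4) and 7 genes (without WT CD replicate 3), and none of the 5 changed direction. The adjusted p values without A-KO CD replicate 4 ran from 0.0812 for Pnpla3 to 0.139 for Cyp4a14 and Fgf21. Fgf21 and Zfp949 each lost the call in 7 of the 9 fits without 1 library. With the muscle score as a covariate 1 gene was called, Cyp4a14. Without the libraries with muscle transcripts edgeR called 0 genes, with 1022 at an unadjusted p under 0.05. The fit of the 2 groups alone also called 0, with 919 at an unadjusted p under 0.05.

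The effect of HFD within each genotype was the next question. In WT mice edgeR called 0 genes between the diets, with a smallest adjusted p of 0.0854 and 1285 genes at an unadjusted p under 0.05. DESeq2 called 69 (35 higher, 34 lower). Libraries did not overlap in 291 genes (1.90%), and chance gives 0.794% for 5 against 5. The count rose to 27 genes without WT CD replicate 2, to 1 without WT CD replicate 1 and to 2 without WT HFD replicate 4.

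In A-KO mice edgeR called 1806 genes between the diets, 801 higher and 1005 lower on HFD, and DESeq2 called 2669 (1243 higher, 1426 lower). In 1236 of the 1806 the libraries did not overlap. Over all genes this held for 2054 (13.4%), against 1.59% by chance for 5 against 4. Leaving out 1 library gave from 711 genes (without A-KO CD replicate 4) to 2485 (without A-KO HFD replicate 4), and leaving out the libraries with muscle transcripts gave 853. The fit of the 2 groups alone called 1437 genes, with 803 higher and 634 lower, so that most of its calls were higher in place of lower. The largest falls were those of Pnpla5 (−6.37 ± 0.80, edgeR adjusted p 0.00133), Adgrf1 (−6.12 ± 0.90, 0.00204) and Hsd3b5 (−6.10 ± 1.67, 0.0263). Pnpla5 fell from 16.9 ± 8.15 CPM (n = 4) to 0.201 ± 0.151 CPM (n = 5). Hsd3b5, one of a family of close paralogs, lost its call without any one of A-KO CD replicates 1 and 3 and A-KO HFD replicates 1 and 2 (edgeR adjusted p 0.0552, 0.0553, 0.0606 and 0.0530), and also without the libraries with muscle transcripts (−5.97, 0.0572). The largest rises were those of Mt2 (8.72 ± 1.84, edgeR adjusted p 0.0104), Lcn2 (7.81 ± 1.75, 0.0127) and Mt1 (7.49 ± 1.54, 0.00933). These 3 rested in large part on A-KO HFD replicate 5, without which the log2 fold changes were 4.46, 3.84 and 3.93.

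Whether the genotype effect differs between the diets was tested as an interaction. EdgeR called 9 genes, 2 with a positive and 7 with a negative interaction, with 2381 at an unadjusted p under 0.05. DESeq2 called 298 (138 positive, 160 negative), which included the same 9. All 9 were also called between the diets in A-KO. The named genes had the same adjusted p, 0.0311 (edgeR). Their log2 interactions were −4.33 ± 0.69 for Pnpla3, −3.75 ± 0.61 for Gssos2, −2.58 ± 0.43 for Rps23rg1, 2.79 ± 0.46 for Fgf21 and 2.07 ± 0.36 for Slc22a5. Slc22a5 was at 31.1 ± 7.03 CPM in WT CD, 13.1 ± 2.73 in A-KO CD, 25.6 ± 2.97 in WT HFD and 45.1 ± 21.9 in A-KO HFD. Leaving out 1 library gave between 0 genes (without WT CD replicate 5, among others) and 35 genes (without A-KO HFD replicate 4). Without A-KO CD replicate 4 the adjusted p was 0.0936 for Pnpla3, Gssos2, Fgf21 and Rps23rg1 and 0.114 for Slc22a5, and no sign changed. With the muscle score as a covariate 10 genes were called, 8 of them the same, and all 5 named genes were called. Without the libraries with muscle transcripts edgeR called 0 genes, with 2070 at an unadjusted p under 0.05.

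**Figure D3:**
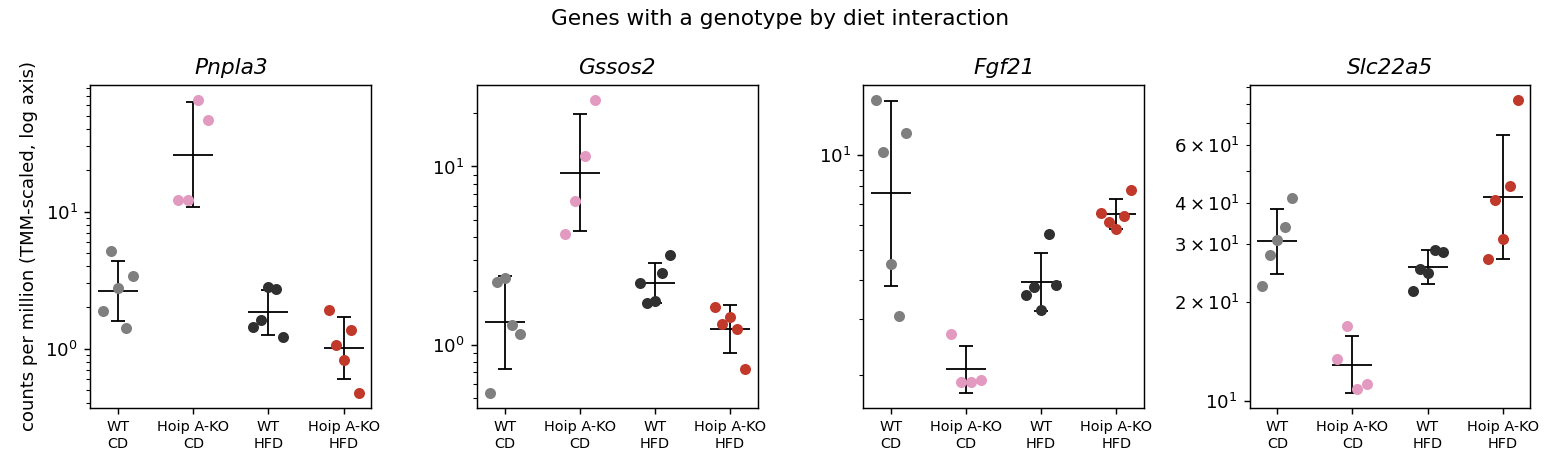
TMM-scaled CPM (log axes) of Pnpla3, Gssos2, Fgf21 and Slc22a5 in each liver library, by group; points are libraries, bars are the mean and SD of the log values. The A-KO CD group lies apart from WT CD, and the mean of Pnpla3 is 34.2 CPM in A-KO CD against 2.92 CPM in WT CD and 1.12 CPM in A-KO HFD.

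Over both diets edgeR called 1 gene for genotype, Zfp949, at 0.96 ± 0.10 (adjusted p 5.37e-05). At an unadjusted p under 0.05 there were 2441, and DESeq2 called 286 (87 higher, 199 lower). Without WT CD replicate 2 the edgeR count rose to 158. Over both genotypes edgeR called 534 genes for diet (215 higher, 319 lower on HFD), and DESeq2 called 1331 (587 higher, 744 lower). The edgeR count for diet ran from 209 (without A-KO CD replicate 4) to 1755 (without WT CD replicate 2). It was 233 with the muscle score as a covariate and 46 without the libraries with muscle transcripts. The authors' deposited table lists 266 genes for genotype (76 higher, 190 lower) and 1361 for diet (596 higher, 765 lower) at an adjusted p under 0.05. Of these genes, the edgeR test had 258 and 1356 among those it covered, all with the same sign of log2 fold change. It called 1 for genotype and 527 for diet.

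The study asked whether a steatohepatitis signature and cell death genes change in the liver. Of the 23 genes in the steatohepatitis list, 15 could be tested. Their median log2 fold change of A-KO against WT was 0.20 on HFD (fry adjusted p 0.734), −0.62 on CD (fry adjusted p 0.325) and 0.67 for the interaction (fry adjusted p 0.339). EdgeR called no member in these 3 contrasts, either over all genes or adjusted over the list alone. DESeq2 called 1542 genes on HFD against 32 by edgeR, and its calls among the members are not given here. With DESeq2's Wald test the study reported signature genes significantly higher in A-KO on HFD, and its signature need not equal this list. The alternative that moved the list tests of these contrasts most was camera with its preset correlation, which gave an adjusted p of 0.0113 on CD. Over the 60 list tests camera called 27 with the preset correlation, of which 11 hold under fry, and 2 with an estimated correlation, both of which hold under fry. Between the diets the steatohepatitis median was 0.24 in WT (fry adjusted p 0.427) and 0.76 in A-KO (fry adjusted p 0.0597), where 3 members were called over all genes and 4 when adjusted over the list alone. In A-KO it crossed the threshold without A-KO HFD replicate 4 (fry adjusted p 0.0466) and with the filter at a mean of 1 CPM (0.0381). Camera with the preset correlation also called it in A-KO (adjusted p 0.00381).

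The pro-apoptotic list (24 of 25 genes tested) had a median of 0.06 on HFD, with 15 genes higher in A-KO (fry adjusted p 0.0838). On HFD 1 member was called over all genes and 7 when adjusted over the list alone. On CD the median was 0.01 while the mean was −0.11 and fry pointed down (adjusted p 0.537), and no member was called either way. The median on CD changed sign in 6 of the 9 fits without 1 library, down to −0.07 without A-KO CD replicate 3. The interaction had a median of 0.21 (fry adjusted p 0.0916), with 0 members called over all genes and 2 adjusted over the list alone. Without A-KO HFD replicate 2 the list crossed the threshold on HFD (median 0.14, fry adjusted p 0.00733), in the interaction (0.27, 0.0118) and between the diets in A-KO (0.13, 0.0389). Without WT CD replicate 5 the interaction also crossed it (0.23, fry adjusted p 0.0455).

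Fry called none of the other cell death lists in any of the 5 contrasts, while camera with the preset correlation called necroptosis on HFD (adjusted p 0.0355). On HFD the medians of A-KO against WT were −0.04 for the anti-apoptotic list (fry adjusted p 0.734), 0.36 for pyroptosis (0.0838), 0.26 for necroptosis (0.0858) and 0.18 for ferroptosis (0.352). Pyroptosis had 0 members called over all genes and 3 adjusted over the list alone on HFD. Between the diets in A-KO, 5 ferroptosis genes were called over all genes and 7 adjusted over the list alone, and 3 anti-apoptotic genes either way. Pyroptosis crossed the threshold on HFD without A-KO HFD replicate 4 (0.40, fry adjusted p 0.0466), necroptosis without A-KO HFD replicate 1 (0.36, 0.0459), and ferroptosis between the diets in A-KO without A-KO HFD replicate 3 (0.37, 0.0351). On CD the medians of the 4 lists were −0.04, −0.04, −0.10 and −0.05 in the same order (fry adjusted p 0.883, 0.700, 0.883 and 0.537). The interaction medians were 0.12, 0.58, 0.34 and 0.20 (fry adjusted p 0.920, 0.135, 0.204 and 0.280). Between the diets in WT they were −0.16, −0.22, −0.19 and 0.08 (fry adjusted p 0.669, 0.537, 0.325 and 0.541), and in A-KO 0.14, 0.50, 0.25 and 0.30 (0.590, 0.135, 0.418 and 0.0695). In 4 of the 60 list tests the median, the mean and the test differed in sign, and 0 of these were past the threshold. Apart from the pro-apoptotic list on CD, the 3 others were the anti-apoptotic list on HFD, between the diets in A-KO and in the interaction.

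By fry, the metabolic lists separated the groups more clearly. Of the 11 list tests that fry called, camera with an estimated correlation called 2, lipogenesis and fatty acid oxidation on CD. It did not call sterol synthesis on HFD or the lists called between the diets in A-KO and in the interaction. On CD, lipogenesis genes were higher in A-KO, with a median log2 fold change of 0.91 and 16 of 18 genes up (fry adjusted p 0.00799). Of these, 1 was called over all genes and 11 when adjusted over the list alone. Fatty acid oxidation genes were lower in A-KO on CD, with a median of −0.54 and 0 of 28 genes up (fry adjusted p 0.000511), and 2 were called over all genes and 19 adjusted over the list alone. On HFD, sterol synthesis genes were lower in A-KO, with a median of −0.81 and 2 of 24 genes up (fry adjusted p 0.0154), and 2 were called over all genes and 14 adjusted over the list alone. The sterol synthesis call was lost without A-KO HFD replicate 5 (−0.63, fry adjusted p 0.0564). The genotype effect differed between the diets for lipogenesis (interaction −1.12, fry adjusted p 0.00487), sterol synthesis (−1.26, 0.00799) and fatty acid oxidation (0.52, 0.00569), and none of these calls was lost when 1 library was left out. In these 3, 2, 1 and 1 members were called over all genes, and 11, 14 and 8 adjusted over the list alone. Without the libraries with muscle transcripts the lipogenesis call on CD was lost (0.68, fry adjusted p 0.114), and so was the sterol synthesis call in the interaction (−0.97, 0.0724).

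Between the diets in A-KO, lipogenesis (−1.08, fry adjusted p 0.00137) and sterol synthesis (−0.96, 0.00569) were lower on HFD. Lipid droplet (0.89, 0.00137), fatty acid oxidation (0.73, 0.000511) and macrophage genes (1.30, 0.0427) were higher. In this order 12, 14, 8, 16 and 13 members were called over all genes and 14, 15, 11, 21 and 18 adjusted over the list alone. Camera with an estimated correlation called none of these 5 lists. The macrophage call was lost without any one of 6 of the 9 libraries, with the highest adjusted p at 0.110 without A-KO CD replicate 3. It was also lost with the muscle score as a covariate (1.26, fry adjusted p 0.0560) and without the libraries with muscle transcripts (1.22, 0.0649). Between the diets in WT fry called none of the 12 lists, while camera with the preset correlation called sterol synthesis, lipid droplet and extracellular matrix genes (adjusted p 0.00430, 0.00214 and 0.00135). In WT the medians were 0.02 for lipogenesis, 0.20 for sterol synthesis, 0.17 for lipid droplet, 0.11 for fatty acid oxidation, 0.25 for extracellular matrix and −0.41 for macrophage genes (fry adjusted p 0.734, 0.418, 0.127, 0.609, 0.457 and 0.734). The pro-apoptotic list had −0.10 in WT (fry adjusted p 0.237) and 0.13 in A-KO (0.213). Without WT CD replicate 2 the lipid droplet list crossed the threshold in WT (0.21, fry adjusted p 0.00591), and without WT CD replicate 1 the extracellular matrix list did (0.66, 0.0332).

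Fry gave no call in the remaining list tests, many of which camera with the preset correlation called. Its adjusted p was 5.41e-09 for macrophage genes on HFD, 2.68e-11 for their interaction, 1.19e-07 for sterol synthesis on CD and 1.81e-07 for extracellular matrix genes between the diets in A-KO. With an estimated correlation camera called none of these remaining tests. For A-KO against WT on HFD the macrophage median was 1.00 with 31 of 32 genes up (fry adjusted p 0.0703). It had 0 members called over all genes and 8 adjusted over the list alone. Lipogenesis was at −0.50, lipid droplet at 0.28, fatty acid oxidation at −0.04 and extracellular matrix at 0.19 (fry adjusted p 0.127, 0.210, 0.734 and 0.590). On CD the medians were 0.26 for sterol synthesis, −0.41 for lipid droplet, −0.58 for extracellular matrix and −0.50 for macrophage genes (fry adjusted p 0.159, 0.205, 0.537 and 0.536). The interaction medians were 0.55 for lipid droplet, 0.77 for extracellular matrix and 1.57 for macrophage genes (fry adjusted p 0.0854, 0.418 and 0.0858), the last with 0 members called over all genes and 18 adjusted over the list alone. The macrophage interaction crossed the threshold without WT CD replicate 3 (1.76, fry adjusted p 0.0340) or replicate 5 (1.74, 0.0455), and the lipid droplet interaction without WT CD replicate 4 (0.72, 0.0370) or without the libraries with muscle transcripts (0.82, 0.0499). Extracellular matrix genes between the diets in A-KO were at 0.93 (fry adjusted p 0.0838), with 11 members called over all genes and 15 adjusted over the list alone. The sign of the extracellular matrix median on CD changed without WT CD replicate 1 (0.05).

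**Figure D4:**
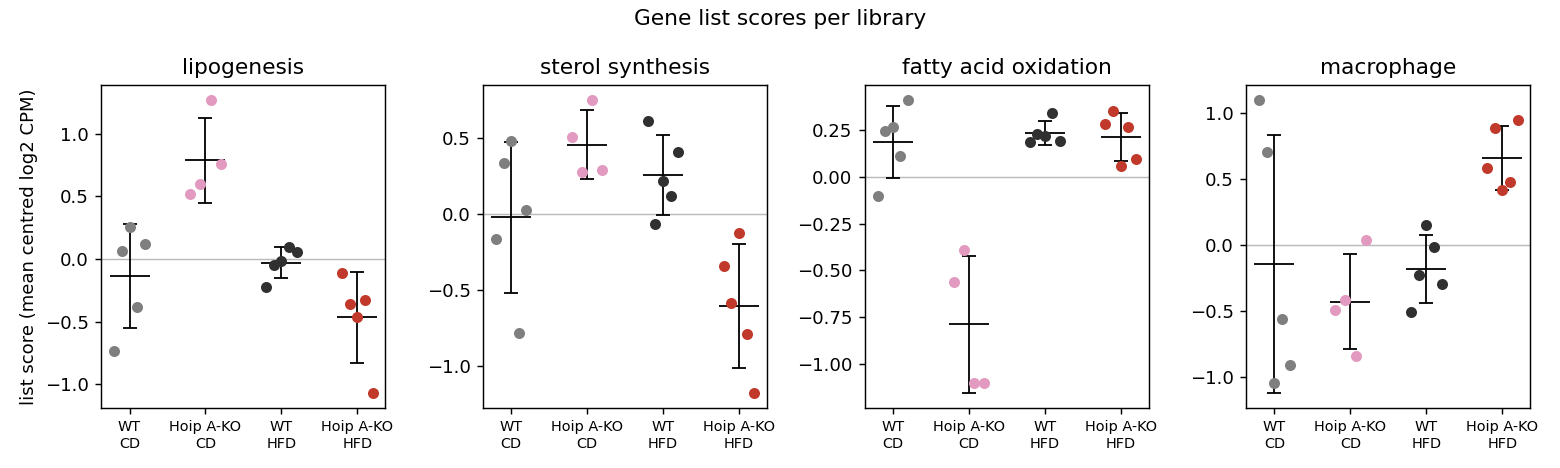
Score per library (mean of centred log2 CPM) of the lipogenesis, sterol synthesis, fatty acid oxidation and macrophage lists, by group; points are libraries, bars are mean and SD, and the grey line is 0. The 4 A-KO CD libraries lie above 0 for lipogenesis and below 0 for fatty acid oxidation, where all 28 genes had a lower estimate than in WT CD.

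The study compared the effect of the deletion on CD with that of HFD in WT in adipose tissue, and the same comparison was made here in liver. Across 15343 genes the log2 fold changes of A-KO against WT on CD and of HFD against CD in WT correlated at 0.168. Leaving out 1 library gave 0.0910 (without WT HFD replicate 1) to 0.428 (without WT HFD replicate 2). Unchanged groups that share the WT CD libraries gave 0.465 on average (0.395 to 0.517 in 100 simulated sets). The simulation holds no differences between libraries such as muscle content, and real libraries with the group labels exchanged gave −0.206 to 0.893. With separate WT CD libraries for the 2 contrasts the mean over 20 splits was −0.216 (−0.579 to 0.0207). The genotype effects on HFD and on CD, which share no library, correlated at 0.461 across genes, against −0.0563 to 0.0916 in simulated sets without an effect and −0.707 to 0.701 in real libraries with the group labels exchanged. That value did not hold apart from muscle transcripts. It was −0.0687 with the muscle score as a covariate, −0.0898 without the libraries with muscle transcripts and −0.0728 without WT HFD replicate 2.

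The check lists were meant to describe tissue content and rhythm in the same libraries. The mean score of adipocyte markers was −0.17 in WT CD, −0.67 in A-KO CD, 0.36 in WT HFD and 0.34 in A-KO HFD. Male-biased liver genes scored 0.16, 1.60, −0.46 and −0.99 in the same order of groups, and female-biased liver genes −0.15, −1.53, 0.78 and 0.59. Blood markers scored −0.45, 0.18, 0.08 and 0.22, and circadian genes −0.05, 0.10, −0.10 and 0.07. Skeletal muscle markers scored 3.14, −1.28, 0.15 and −2.27. Of 18 pancreas markers 3 could be tested, and they scored 0.18, −0.24, 0.52 and −0.51. Acute-phase genes scored −0.41, −0.50, −0.06 and 0.86, the last with an SD of 1.71 from A-KO HFD replicate 5. The adipocyte score need not measure adipocyte content. Adipoq was at most 0.063 CPM in the A-KO HFD libraries, whose mean score was 0.34. It was highest in WT CD replicate 1, at 7.35 CPM, which also had the highest score (1.13). The check scores were not tested between groups.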

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

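The tests of A-KO HFD replicate 5 for its scaling factor and for an acute-phase response, the count of the other outlying values, the splits for the 3 interaction lists, all tests with the muscle score, the test without WT CD replicate 2 and the tests of Rps23 and Gss were chosen after the results were seen. The splits for the count of interaction genes, the tests at equal depth and the neutrophil test had been set before their results.

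A value was singled out where its gap to the nearest library of the group, divided by the group's range, passed Dixon's critical value. In A-KO HFD replicate 5 this held for 4 named genes. Lcn2 was at 2757 CPM (others 20.3 to 62.0), Mt1 at 4151 CPM (others 43.6 to 122), Mt2 at 3338 CPM (others 15.8 to 62.2) and Rnf31 at 15.5 CPM (others 6.82 to 8.76). Casp8 at 49.7 CPM (others 13.1 to 24.9) and Slc22a5 at 82.2 CPM (others 26.9 to 44.9) were also highest there, short of that value. The scaling factor of that library did not produce the values of Lcn2, Mt1 and Mt2, since without scaling the smallest of their 3 ratios of gap to range was 0.977. For Rnf31 it stays open: without scaling it was at 13.8 CPM against 6.87 to 10.9 CPM in the others, still the highest, but with a ratio of 0.422 in place of 0.776, which no longer passed Dixon's critical value. Neutrophils in the liver piece were tested with 15 genes other than Lcn2. All 15 were higher in that library, but their median log2 ratio was 1.42, against 6.20 for Lcn2, and S100a8 was at 28.4 CPM against at most 9.78 CPM. A candidate explanation is an acute-phase response in that animal: the acute-phase score with Lcn2 left out was 3.68, against −0.86 to 0.18 in the other 18 libraries. Saa1 was at 11020 CPM and Saa2 at 8981 CPM, against at most 268 and 90.9 CPM elsewhere, and these paralogs share reads. What brought on such a response, and whether the deletion plays a part in it, was not tested, as 1 of 5 A-KO HFD libraries shows it.

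The other outlying values were scattered over the groups. Fgf21 was at 2.70 CPM in A-KO CD replicate 1 (others 1.89 to 1.93) and at 5.63 CPM in WT HFD replicate 4 (others 3.21 to 3.85). Hsd3b5 was at 84.2 CPM in WT HFD replicate 1 (others 0.477 to 21.7), Lcn2 at 3.80 CPM in A-KO CD replicate 3 (others 2.15 to 2.28) and Rps23rg1 at 3.80 CPM in WT CD replicate 3 (others 1.90 to 2.28). The necroptosis score was −0.23 in A-KO CD replicate 1 (others 0.05 to 0.08). The lipid droplet score was −0.30 in WT HFD replicate 1 (others 0.24 to 0.37), and the fatty acid oxidation score 0.34 in WT HFD replicate 4 (others 0.18 to 0.23). These are 8 values, and with the 4 of A-KO HFD replicate 5 they make 12 among 136 pairs of a group and a quantity, where chance gives about 6.8 (1 in 20). Chance is therefore a candidate explanation for the 8. No biological explanation was tested for them.

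The genotype effect differed between the diets for 9 genes by the interaction test of edgeR. The log2 interactions of the named ones were −3.75 for Gssos2, −4.33 for Pnpla3, −2.58 for Rps23rg1, 2.79 for Fgf21 and 2.07 for Slc22a5. Of 100 splits of the libraries, 2 gave as many genes, the real one included, and the other of these gave 25. Depth was tested by thinning every library to 26.4 M counts, which left the median ratio of the 5 log2 values at 1.02 and all 5 past the threshold. With the muscle score as a covariate the median ratio was 0.971. Without WT CD replicate 2, whose diet label is in doubt, 2 genes were called, and Rps23rg1, Fgf21 and Slc22a5 lost the call (edgeR adjusted p 0.0605 for each; log2 interactions −2.49, 2.73 and 2.11). Without the libraries with muscle transcripts edgeR called 0 genes for the interaction (2070 at an unadjusted p under 0.05), with 2 WT CD libraries left. Reads shared at a fixed proportion with a related gene would give that gene the same interaction. The log2 interaction of Rps23 was −0.50 ± 0.32, far from that of Rps23rg1, and that of Gss was 0.48 ± 0.40, opposite in sign to that of Gssos2. A proportion that varies between libraries stays open for both. The effect of the deletion on liver under each diet stays open as a biological explanation, and the loss of the calls without single libraries limits it.

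Among the lists, the genotype effect differed between the diets for lipogenesis (−1.12), sterol synthesis (−1.26) and fatty acid oxidation (0.52). Of 100 splits each, 1, 1 and 3 gave a median as large, the real one included. The largest fry adjusted p of the 3 lists was 0.00741 with all libraries at equal depth, 0.00438 with the muscle score as a covariate and 0.00918 without WT CD replicate 2, whose diet label is examined under the other observations. Depth, muscle content measured by that score and a wrong label on that library are thus argued against as the whole cause. Without the libraries with muscle transcripts the sterol synthesis call was lost (−0.97, fry adjusted p 0.0724), and camera with an estimated correlation called none of the 3 (adjusted p 0.0675 to 0.0681). A response of liver lipid genes that depends on both genotype and diet stays open as a hypothesis, and feeding state at collection was not tested.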

How the results depend on the processing

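The covariate of muscle score, leaving out the libraries with muscle transcripts and DESeq2 on length-scaled counts were chosen after seeing the data. Unless stated otherwise, the cause of a change was not tested. Of 100 results, RLE scaling left 99 on the same side of the threshold with the same direction, the length-scaled counts 99, no filter 96 and the filter at a mean of 1 CPM 96. The muscle covariate left 83 and leaving out the muscle libraries 65.

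The count for A-KO against WT on HFD, 32 genes, became 387 with the filter at a mean of 1 CPM, 65 with length-scaled counts, 169 with a robust spread, 1542 with DESeq2 and 382 with the 2 groups alone, each including the same 32. It became 9 with the muscle covariate and 4 without the muscle libraries. On CD the count of 5 became 117 with DESeq2, 1 with the muscle covariate, and 0 with the 2 groups alone (919 at an unadjusted p under 0.05 in edgeR) or without the muscle libraries (1022). HFD against CD gave 69 genes in WT with DESeq2 in place of 0, and 853 in A-KO without the muscle libraries in place of 1806. The interaction count of 9 became 15 with a robust spread, 298 with DESeq2 and 0 without the muscle libraries (2070 at an unadjusted p under 0.05 in edgeR). The overall genotype count of 1 became 5 without a filter, 286 with DESeq2, 264 with DESeq2 on length-scaled counts and 3 without the muscle libraries. The overall diet count of 534 became 1331 with DESeq2, 1361 with DESeq2 on length-scaled counts, 233 with the muscle covariate and 46 without the muscle libraries. In the self-test DESeq2 also made more false calls than edgeR in each comparison. For A-KO against WT on HFD these were 13.2% of its calls, too small a share to account for 1542 against 32. The simulated genes vary independently of each other, so the self-test cannot say how many of the added real calls are false.

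With the replicate number as a block the counts were 138 (A-KO against WT on HFD), 1 (on CD), 4 (interaction), 3 (overall genotype) and 880 (overall diet). The numbers do not pair the mice, since libraries of the same number in different groups correlated at 0.0261 on average over 27 pairs and those of different numbers at −0.00591 over 108 pairs.

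Some values changed sign, and not all of them were near 0. The main value was 0.461 for the correlation of genotype effects and 0.203 for the sterol synthesis median between the diets in WT. The pro-apoptotic median on CD became −0.00523 with RLE scaling, −0.0111 without a filter, −0.0790 with the muscle covariate and −0.122 without the muscle libraries. The lipogenesis median between the diets in WT became −0.0148 without a filter, −0.0814 with the covariate and −0.232 without the muscle libraries. With the covariate Casp8 and Sharpin on CD were at −0.0656 and −0.00876, and the anti-apoptotic median on HFD at 0.0154. Without the muscle libraries the anti-apoptotic median was 0.0610 on CD, 0.133 between the diets in WT and −0.0539 in the interaction. In the same setting the necroptosis median on CD was 0.128, and in WT between the diets the sterol synthesis median was −0.109 and the lipid droplet median −0.0590. The correlation of genotype effects became −0.0687 with the covariate and −0.0898 without the muscle libraries. The correlation of A-KO on CD with HFD in WT became −0.216 with separate WT CD libraries, a change that follows from no longer sharing them. Camera with the preset correlation gave the steatohepatitis median on CD, −0.62, an adjusted p of 0.0113.

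Leaving out 1 library at a time gave 1 to 1699 genes for A-KO against WT on HFD, 0 to 7 on CD, 0 to 27 for HFD against CD in WT, 711 to 2485 in A-KO, 0 to 35 for the interaction, 1 to 158 for genotype and 209 to 1755 for diet. The pro-apoptotic median ran from 0.0321 to 0.142 on HFD, from −0.0714 to 0.0578 on CD and from 0.124 to 0.315 in the interaction. The correlation of genotype effects ran from −0.0728 to 0.541. On CD Casp8 ran from −0.0719 to 0.162, Sharpin from −0.144 to 0.174, the anti-apoptotic median from −0.0698 to 0.0806, the necroptosis median from −0.170 to 0.0117 and the extracellular matrix median from −0.771 to 0.0526. The anti-apoptotic median ran from −0.0718 to 0.0308 on HFD and from −0.0276 to 0.274 in the interaction, and the lipogenesis median between the diets in WT from −0.112 to 0.0860. With every library thinned to 26.4 M counts edgeR called 23, 5, 0, 1772, 12, 1 and 540 genes in the order of the comparisons above, so depth limited these counts less than single libraries did.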

Other observations

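The splits for lists other than steatohepatitis and pro-apoptotic genes, the tests with the muscle score, the tests of WT CD replicate 2 and the test of Zfp949 were chosen after the results were seen. The remaining splits and the second muscle list had been set before their results.

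The libraries were split in other ways, with 100 splits per result, the real one included. For A-KO against WT on HFD 2 splits gave at least 32 genes, and the other, which exchanged 1 pair of libraries, gave 930. On CD 5 splits gave at least 5 genes, with a highest count of 365. For HFD against CD in WT, where edgeR called 0 genes (1285 at an unadjusted p under 0.05; 69 by DESeq2), the outcome over all 100 splits is fixed by the count of 0. By the number of genes at an unadjusted p under 0.05, 17 splits were as large. In A-KO 2 gave at least 1806, and the other exchanged 4 pairs of libraries and so nearly mirrored the real one. For overall genotype 6 gave at least 1 gene, and for overall diet 1 gave at least 534. The count on CD and that for overall genotype are thus of a size that other splits also give.

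For the steatohepatitis median, 23 splits were as large on HFD, 33 on CD and 22 for the interaction. For the pro-apoptotic median 51, 88 and 4 were as large. For the correlation of A-KO on CD with HFD in WT 90 were as large, and for that of the genotype effects on HFD and CD 10. For the called lists, 1 split was as large for sterol synthesis on HFD, 1 for lipogenesis on CD and 2 for fatty acid oxidation on CD. Between the diets in A-KO these numbers were 2 for lipogenesis, 2 for sterol synthesis, 1 for lipid droplet, 1 for fatty acid oxidation and 1 for macrophage genes.

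Skeletal muscle carried into the liver piece is a candidate explanation for the muscle transcripts in 5 libraries. All 20 genes of a second muscle list were higher in those libraries, with a median log2 ratio of 6.43. With the muscle score as a covariate the correlation between the genotype effects fell to −0.0687, so muscle content may account for it. The log2 fold changes of called genes kept their size, with a median ratio of 0.966 for A-KO against WT on HFD and 0.982 for HFD against CD in A-KO, which argues against muscle as their cause. Of the 201 genes that moved with the score, 0 were among the 32 and 2 among the 1806. No biological explanation was tested for the muscle transcripts.

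WT CD replicate 2 resembled the HFD libraries in part. A diet score from the 1806 genes called between the diets in A-KO was 0.32 in that library, against −0.49 to 0.02 in the other WT CD libraries and −0.11 to 0.18 in WT HFD. Cyp2b9 was at 92.6 CPM there, against 0.824 to 3.79 CPM in the other WT CD libraries and 20.3 to 99.5 CPM in WT HFD. Other genes did not follow: Ppp1r3c was at 11.9 CPM there, against 53.1 to 154 CPM in WT HFD and 31.1 to 54.2 CPM in the other WT CD libraries, and Fgf21 at 10.2 CPM, against 3.21 to 5.63 CPM in WT HFD and 3.07 to 15.0 CPM in the other WT CD libraries. The female-biased score was 1.54 there, against −1.23 to −0.26 in the other WT CD libraries and 0.08 to 1.72 in WT HFD. The male-biased score, −2.57, and Hsd3b5, at 0.194 CPM, lay below the other WT CD libraries and below WT HFD. The lipid droplet score, 0.52, lay above both. A wrong diet label on that library is a candidate explanation from these scores, Cyp2b9 and Hsd3b5. Fgf21 and Ppp1r3c count against it, although Ppp1r3c lay below both groups. The values in favour are not separate lines of evidence, since they also moved together within WT HFD. There, replicates 3 and 4 had the lowest Hsd3b5 (0.784 and 0.477 CPM) and male-biased scores (−1.47 and −2.11). The same 2 libraries had the highest Cyp2b9 (94.5 and 99.5 CPM). A swap with a WT HFD library would need a CD-like library in that group, and the values are mixed. In WT HFD replicate 1 the diet score, −0.11, and Hsd3b5, at 84.2 CPM, lie within the range of the other WT CD libraries. So do those of WT HFD replicate 5 (−0.03 and 21.7 CPM), so these values do not single out replicate 1. In replicate 1 Cyp2b9, at 33.6 CPM, and Ppp1r3c, at 154 CPM against 31.1 to 54.2 CPM, lie above that range. The female-biased score, 0.40 against −1.23 to −0.26, does too. In replicate 5 the same quantities also lie above it (20.3 CPM, 86.6 CPM and 0.08). These higher values count against a swap with either library. As these values point both ways, a swap stays open. An unusual animal that ate CD stays open, and the library was kept with its label.

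Zfp949 was higher in all 9 Cre-positive than in all 10 Cre-negative libraries. A candidate explanation is an effect around the insertion site of the Cre transgene, or of DNA that came with it, in place of an effect of the deletion. Of the 10 neighbours on each side, 1 also separated all libraries by genotype, Tbx18, with 2 to 10 counts in the Cre-positive and 0 to 1 in the Cre-negative libraries. Of 24555 genes elsewhere 0 did (Fisher's exact test, 2-sided, p 0.000814), and chance gives about 0.532 genes over the whole table. The counts of Tbx18 are small, no genomic position of the transgene was measured, and no Cre-positive mice with intact Hoip were analysed here, so an effect of the deletion stays open.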
